# PPARβ Regulates Liver Regeneration by Modulating Akt and E2f Signaling

**DOI:** 10.1371/journal.pone.0065644

**Published:** 2013-06-18

**Authors:** Hui-Xin Liu, Yaping Fang, Ying Hu, Frank J. Gonzalez, Jianwen Fang, Yu-Jui Yvonne Wan

## Abstract

The current study tests the hypothesis that peroxisome proliferator-activated receptor β (PPARβ) has a role in liver regeneration due to its effect in regulating energy homeostasis and cell proliferation. The role of PPARβ in liver regeneration was studied using two-third partial hepatectomy (PH) in Wild-type (WT) and PPARβ-null (KO) mice. In KO mice, liver regeneration was delayed and the number of Ki-67 positive cells reached the peak at 60 hr rather than at 36–48 hr after PH shown in WT mice. RNA-sequencing uncovered 1344 transcriptomes that were differentially expressed in regenerating WT and KO livers. About 70% of those differentially expressed genes involved in glycolysis and fatty acid synthesis pathways failed to induce during liver regeneration due to PPARβ deficiency. The delayed liver regeneration in KO mice was accompanied by lack of activation of phosphoinositide-dependent kinase 1 (PDK1)/Akt. In addition, cell proliferation-associated increase of genes encoding E2f transcription factor (E2f) 1–2 and E2f7–8 as well as their downstream target genes were not noted in KO livers 36–48 hr after PH. E2fs have dual roles in regulating metabolism and proliferation. Moreover, transient steatosis was only found in WT, but not in KO mice 36 hr after PH. These data suggested that PPARβ-regulated PDK1/Akt and E2f signaling that controls metabolism and proliferation is involved in the normal progression of liver regeneration.

## Introduction

Proliferating cells require metabolic activity to generate energy and intermediates for the biosynthesis of macromolecules used for producing cell or tissue mass [1]. Increased aerobic glycolysis and fatty acid (FA) synthesis are both considered as major metabolic alterations during cell proliferation. Cell proliferation is controlled by the cell cycle, which is regulated by Cyclins, Cyclin-dependent kinases (Cdks), or E2fs [2].

Peroxisome proliferator-activated receptors are nuclear receptor ligand-depended transcription factors that regulate gene expression. Three types of PPARs (α, β/δ and γ) were identified. Even though they share sequence similarity, they all have unique physiological functions involved in control of metabolism [3]. PPARα regulates FA transport and metabolism and regulates energy homeostasis while PPARγ is involved in adipocyte differentiation and lipid storage in adipose tissue [4]. PPARβ participates in the regulation of lipid and glucose metabolism, wound healing and inflammation [5].

The roles of PPARα and PPARγ in liver regeneration were studied and different results were obtained [6]–[10]. Some studies showed that PPARα deficiency delayed liver regeneration after partial hepatectomy (PH) in mice through inhibition of genes involved in cell cycle control, cytokine signaling, fat metabolism, and impaired Ras signaling [6], [8]. Metabolomic studies also revealed activation of PPAR signaling and increased lipid metabolism in regenerating rat livers after PH [11]. Pharmacological activation of PPARα in rodent causes hepatomegaly and leads to the development of liver cancer indicating its role in proliferation [12]. However, other studies concluded that PPARα is not essential for the increased expression of Cdks and Cyclins as well as cell proliferation after PH [7]. Similarly, contradicting data have been reported for PPARγ, activation of PPARγ by pioglitazone inhibits PH-induced hepatocyte proliferation in rat [13], while others identified that transactivation of the PPARγ signaling pathway by fatty acids is essential for rat liver regeneration [11]. Moreover, liver-specific PPARγ-null mice with diet-induced hepatic steatosis have reduced hepatic regeneration after PH [10]. Thus, a clear reappraisal for the role of PPARα and PPARγ in liver regeneration might be necessary.

Unlike PPARα and PPARγ, the role of PPARβ in liver regeneration has not been studied. In addition to regulating glucose and lipid metabolism, PPARβ displays an anti-inflammatory activity, which could be important in the modulation of liver regeneration [14]. Ligand activation of PPARβ protects against CCl_4_-induced hepatotoxicity by repression of pro-inflammatory genes [15]. Compared with its anti-inflammatory role, the function of PPARβ in regulating cell fate is more complicated. GW501516-activated PPARβ promotes liver repair by stimulating hepatic stellate cell proliferation via the p38 and JNK MAPK pathways in CCl_4_ treated mice [16]. Regarding dermatological wound healing, PPARβ increases mouse keratinocyte survival via activation of PDK1/Akt signaling or ceramide kinase after injury [17], [18]. However, ligand activation of PPARβ inhibits cell proliferation in human HaCat keratinocytes [19]. In tumor cell lines, PPARβ activation promotes the proliferation of human breast and prostate cancer cell, but had no effect on the proliferation of A549 and H1838 human lung cancer cells [20], [21]. Hence, the proliferative effect of PPARβ seems to be cell type-specific and the role of PPARβ in liver regeneration remains to be determined.

The current study tests the hypothesis that PPARβ has a role in regulating liver regeneration. The data showed that liver regeneration was delayed in PPARβ-null (KO) mice. Differential gene expression profiling revealed the inhibition of expression in genes and pathways that are involved in metabolism and proliferation in regenerating KO livers. Specifically, PPARβ deficiency affected the activation of Akt and the expression of E2fs. Pathways that control glycolysis, FA synthesis as well as cell proliferation were de-regulated in regenerating PPARβ KO livers. The data suggest a role for PPARβ in regulating liver regeneration that is mediated at least in part through Akt and E2f-regulated pathways.

## Materials and Methods

### Mice, Partial Hepatectomy, and Sample Preparation

Wild-type (WT) and PPARβ-null mice (KO) male mice (3–5 month, C57BL/6) were kept in steel microisolator cages at 22°C with a 14-hr/10-hr light/dark cycle. Food and water were provided *ad libitum* throughout the entire feeding period. Standard PH was performed using the procedure described previously [1]. Mice were killed at the indicated time-points. The liver and body weights at the time of death were used to calculate the liver-to-body-weight ratios. The results obtained were the mean of three to five mice per time point. Part of the livers were fixed in 10% formalin, embedded in paraffin, and stained for histological analysis. All the animal experiments were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals under protocols approved by the University of California Davis Animal Care and Use Committee.

### Ki-67 Immunostaining

Immunostaining was performed with primary Ki-67 antibody (NeoMarkers, Fremont, CA) to monitor hepatocyte proliferation. The number of Ki-67-labeled nuclei was counted in at least 10 low-magnification (20X) microscope fields for each section.

### Western Blot

Liver protein (40 µg) was electrophoresed on SDS-polyacrylamide gels under reducing conditions. Proteins from the gels were transferred to the polyvinylidene fluoride membrane. Antibodies specific for PDK1, Akt, p-Akt (Thr308), Cyclin D, Cyclin E (Cell Signaling Technology, Danvers, MA), and β-Actin (Santa Cruz Biotechnology, Santa Cruz, CA) were used for detection of proteins.

### RNA-sequencing Library Construction, Sequencing, and Bioinformatics Analysis

Mouse liver RNA was prepared using TRIzol (Invitrogen, Carlsbad, CA). RNA concentration and integrity were determined by the Agilent 2100 Bioanalyzer using a RNA Nano Bioanalysis Chip. RNA-sequencing library preparation and sequencing was carried out by the Genome Sequencing Facility at University of Kansas Medical Center (Kansas City, KS). cDNA libraries were prepared with 2 µg of total RNA using the TruSeq RNA Sample Preparation Kit (Illumina). The libraries were clustered and sequenced on an Illumina HiSeq 2000 instrument with 100 bp single end reads.

Total reads of RNA-sequencing experiments were analyzed using the combination of TopHat (2.0.0) and Cufflinks (1.3.0) [22]. TopHat was used to align reads to the mouse reference genome (NCBI37, mm9) and discover transcript splice sites. These alignments from TopHat were then assembled into transcripts using Cufflinks. Cuffdiff, a component of the Cufflinks package, was used to estimate FPKM (fragments per kilobase of exon model per million mapped fragments) and differentially express transcripts. Statistics on the libraries and the number of tags mapped are presented in Table 1. The differential expression analysis was done by using the Baggerley’s test. The genes that have differential expression levels were extracted with a Benjamini-Hochberg corrected *p*-value <0.005 for pathway analysis. The RNA-seq data discussed in this paper have been deposited in NCBI Gene Expression Omnibus and are accessible through Series accession number GSE47062 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47062). All biological function and pathway analyses were performed using the Functional Annotation Tool in the Database for Annotation, Visualization and Integrated Discovery (DAVID, david.niaid.nih.gov). Functional pathways or processes with *p*<0.05 and Bonferroni value <0.1 were accepted.

**Table 1:** Summary statistics of Illumina 100 paired-end runs.

Classification	Number of transcripts	
	**Wild type**	**PPARβ-null**
Potential novel isoform	7186	6914
Full match	10591	10090
Intronic	2785	2894
Possible polymerase run	1862	1818
Unknown	515	452
Generic reference exon overlap with a reference transcript	2257	2282
Exonic overlap with reference on opposite strand	540	563
Intron overlap	0	1
Single exon with partial intron overlap	994	1035
Total assembled transcripts	26970	26222

### Real-time Quantitative Polymerase Chain Reaction (qPCR)

Hepatic RNA isolated by TRIzol (Invitrogen, Carlsbad, CA) was reverse transcribed to generate cDNA followed by amplification using the ABI Prism 7900HT sequence detection system (Applied Biosystems, Foster City, CA). The hepatic mRNA levels were normalized to GAPDH mRNA level.

### Statistical Analysis

Data are given as mean ± SD. Statistical analysis was performed using Student’s *t* test or one-way analysis of variance. Significance was defined by *p*<0.05.

## Results

### Growth Suppression after PH in PPARβ-null Mice

PH was done in WT and KO mice, and livers were collected 1–3 days after the surgery. Liver-to-body weight ratios were significantly reduced in regenerating KO livers in comparison with the regenerating WT livers at 36–48 hr (Fig. 1A). Ki-67 immunohistochemistry showed that the number of proliferating hepatocytes rapidly increased and peaked at 36–48 hr after PH in WT livers (Fig. 1B). In contrast, the number of Ki-67-positive hepatocytes in KO livers was significantly less than that in WT livers at 36–48 hr (Fig. 1C). However, the significantly higher number of Ki-67-positive hepatocytes in KO livers than that in WT livers indicated the compensatory proliferation in KO livers after delayed regeneration. Since Ki-67 protein is present during all active phases of the cell cycle (G1, S, G2, and mitosis), but is absent from resting cells (G0), the data indicated that there was about one day delay in cell proliferation due to lack of PPARβ.

**Figure 1:**
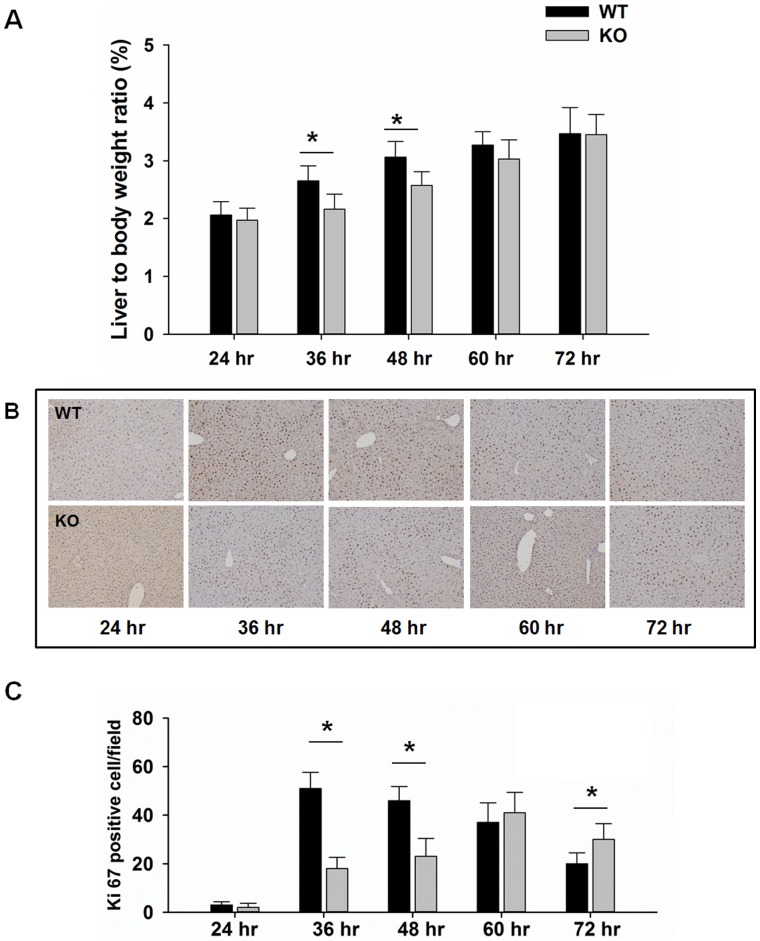
Delayed liver regeneration in PPARβ-null (KO) mice. (A) Liver-to-body weight ratios in wild-type (WT) and KO mice after PH. (B) Representative photomicrographs of Ki-67 immunohistochemical staining of liver sections from WT and KO mice at 24, 36, 48, 60, and 72 hours after PH (n = 3). (C) Ki-67 positive cells in the livers of WT and KO mice over a time course after PH. The number of proliferating hepatocytes was determined by counting the Ki-67 positive hepatocytes in at least 15 low-magnification (20 X) microscope fields for each sample. Liver sections from all mice were used for analyses. Means ± SD are graphed. * *p*<0.05.

### Differential Gene Expression Profiling after PH

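Hepatic RNA from regenerating WT and KO livers was sequenced as 1 library per genotype, so there were no replicates and no value carries an error between mice. The sample labels gave the genotype and an age of 4 months, and the time of 48 hr after PH comes from the paper's text, which gives a wider age range. The methods describe single end reads, whereas the title of Table 1 names paired-end runs. The authors aligned the reads to NCBI37 (mm9) with TopHat, assembled transcripts with Cufflinks and used Cuffdiff to estimate 1 FPKM per locus and library. The authors' deposited table held 38016 loci, of which 16764 were marked as tested. The loci were matched by symbol to the NCBIM37 annotation GENCODE vM1, in which 32477 of the 33250 gene symbols were found. Read counts were not used here, but the lowest values of single-exon genes piled up at whole multiples of 1 fragment. On a transcript of 1 kb, 1 fragment was worth 0.0189 FPKM in the WT library and 0.0178 in the KO library. An FPKM of 1 on such a transcript thus rested on about 52.8 fragments in the WT and 56.2 in the KO library, which is the estimate of depth used. Ratios were taken from the FPKM as deposited, and rows that name the same gene were summed. The statistic in the authors' deposited table equals the natural log ratio divided by its model error, which gives each tested gene a 95% interval of its ratio. Such an interval rests on the model error given by that table for these 2 libraries, and the difference between mice was not measured. Ppard, the targeted gene (chromosome 17, 28369699 to 28438414), had an FPKM of 2.67 in the WT and 2.42 in the KO library. Its WT/KO ratio was 1.10 with a 95% interval from 0.595 to 2.05, so the mRNA level of the whole locus did not tell the libraries apart. FPKM of a locus counts fragments from any of its exons, and the FPKM of single exons was not analysed here.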

RNA-sequencing was performed using hepatic RNA derived from WT and KO mice 48 hr after PH to study the mechanism underlying delayed cell proliferation due to PPARβ deficiency. The data showed that 88% of the reads were mapped to mm9. Figure 2A showed that 1344 genes (1126 down- and 218 up-regulated) had more than a 2-fold change at the mRNA level due to PPARβ deficiency. 

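With a q-value below 0.005 in the authors' deposited table, the threshold that the paper's methods give for pathway analysis, and more than a 2-fold difference in FPKM, 949 loci differed between regenerating WT and KO livers. Of these, 765 were lower and 184 higher in KO. A gene symbol was given for 860 of them, 736 lower and 124 higher in KO. The comparison behind these q-values sets the reads of 1 library against those of 1 other library, and not the conditions against each other. An FPKM of 0 in 1 of the libraries occurred at 22 of the loci. Among the alternatives, the largest count was 1844 loci, with a p-value below 0.01 in the authors' deposited table, and the smallest 418, with an FPKM of at least 1 in both libraries as a further condition. Across the 11019 genes with a mean FPKM of at least 1, 75.7% were lower in KO (95% Wilson interval 74.9 to 76.5). Their median log2 KO/WT was -0.24 with a pseudocount of 0.1 FPKM, which is a WT/KO ratio of 1.18. Scaling the libraries to equal upper quartiles brought this median to -0.0166. Among loci with an FPKM of at least 1 in both libraries, the largest folds lower in KO were those of Rrm2 (46.3-fold), Thrsp (39.4-fold), Inmt (36.4-fold), Gsta2 (35.4-fold) and Stmn1 (28.7-fold). The largest fold higher in KO was that of Saa3, with an FPKM of 5.46 in WT and 152 in KO. It was followed by Gm11478 (24.0-fold), Abhd1 (23.3-fold), an unnamed locus on chromosome 13 (18.2-fold) and 1500017E21Rik (16.9-fold). The loci of Gm11478, Abhd1 and 1500017E21Rik overlap the genes Vmp1, Preb and Hectd2, so reads from these places can belong to either gene.

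**Figure D1:**
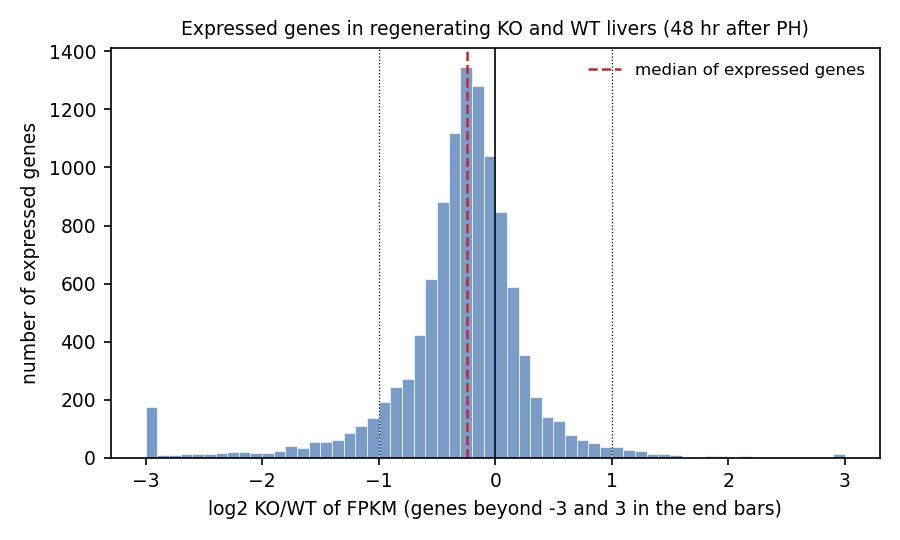
Number of expressed genes (mean FPKM of at least 1) by log2 KO/WT of FPKM in regenerating livers 48 hr after PH, 1 library per genotype, in bars 0.1 wide. The dashed line marks the median at -0.24 and the dotted lines a 2-fold difference, and the end bars hold the 162 genes below -3 and the 7 genes above 3. Under equal upper quartiles the median lies at -0.0166.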

Biological function analysis of these genes showed that a majority (68%) are involved in cell cycle control, DNA replication, and lipid homeostasis. Moreover, 437 out of 1344 genes could be assigned to 34 KEGG pathways that include 21 metabolism and 13 cell proliferation pathways (Fig. 2B).

**Figure 2:**
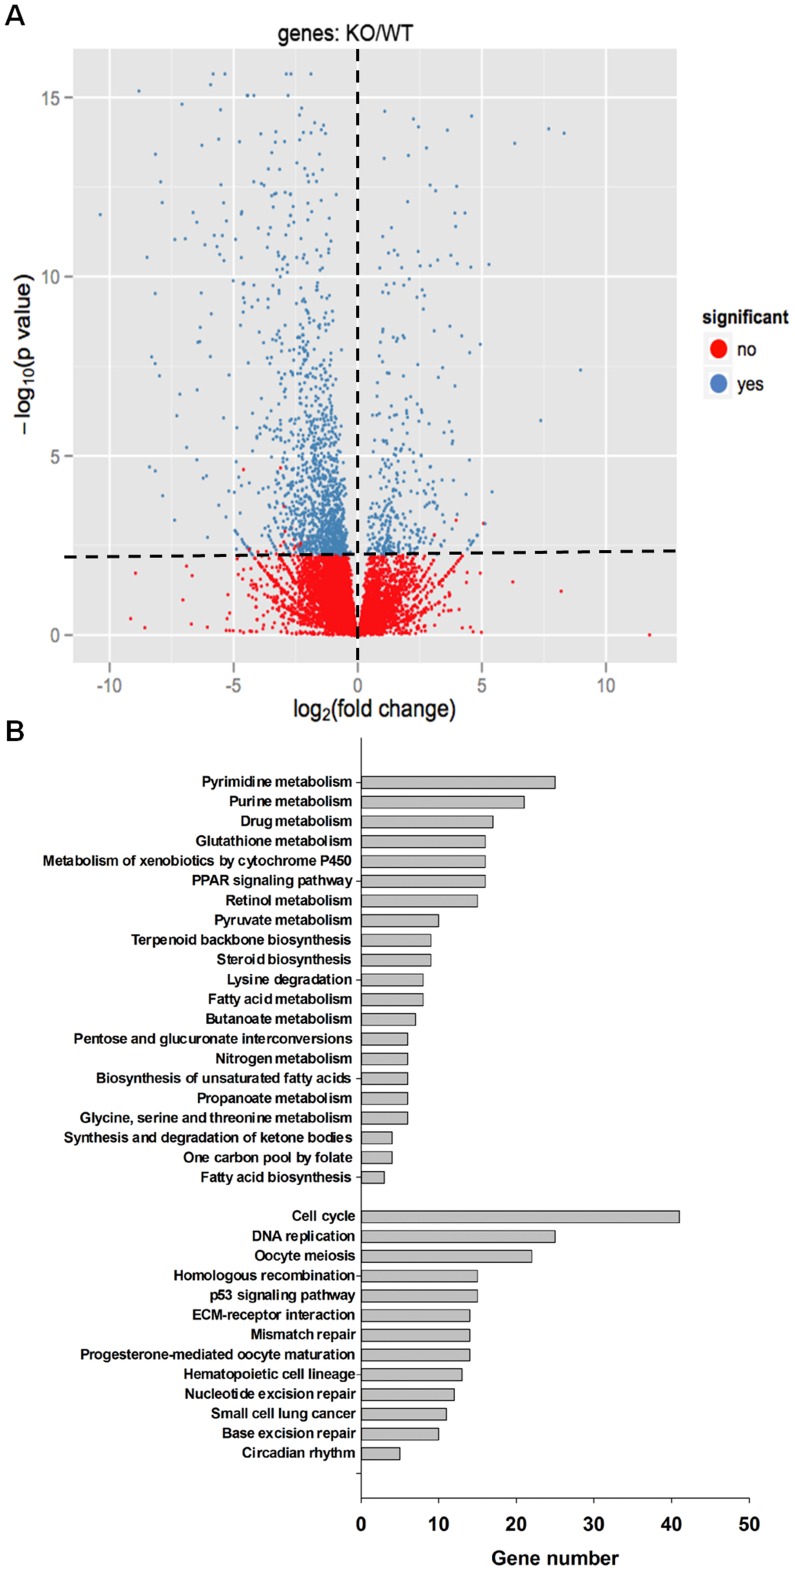
Visualization of RNA-sequencing for differential expressed genes in regenerating wild type (WT) and PPARβ-null (KO) mouse livers. (A) Volcano plots showing the magnitude of gene expression ratios (log_2_) (x-axis) as a function of difference between WT and KO, are displayed on the y-axis [-log_10_ (*p* value)]. Horizontal dotted line corresponds to a *p* value cutoff of 0.01. Vertical dotted line delimits up- and down-regulation of KO/WT. (B) Pathway analysis of the 1344 differentially expressed genes with significance by DAVID. The 1344 transcriptomes significantly differentially expressed were extracted with a Benjamini-Hochberg corrected *p* value <0.005 for pathway analysis. 437 out of 1344 genes could be assigned to 34 KEGG pathways that include 21 metabolism and 12 cell proliferation pathways. The number of genes involved in each pathway is indicated.

### Suppression of PDK1/Akt and Abolishment of E2f Activation by PPARβ Deficiency

Since PDK1/Akt is downstream to PPARβ [23], we determined the expression of PDK1/Akt in regenerating WT and KO livers by western blotting. The results showed that the PDK1/Akt pathway was activated 36–48 hr after PH in WT livers and such activation was absent in KO livers (Fig. 3A). It was shown that Akt can regulate E2f activity [24], so the expression of E2fs was studied by qPCR. The data showed that expression levels of E2f1-2, and E2f7-8 peaked at 36–48 hr when hepatocytes are actively proliferating in WT mice (Fig. 4B–E). However, the cell proliferation-associated induction of E2f1-2, and E2f7-8 mRNA was either reduced or not found in regenerating KO livers. Transcript isoforms analysis was performed for the E2fs. 

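The FPKM of single transcripts was not used here, and the values given are those of whole loci in the WT and KO libraries. In GENCODE vM1 (NCBIM37), the E2f1 transcript ENSMUST00000103145 lies on the minus strand of chromosome 2, from 154385143 to 154395628, with 7 exons and a length of 2732 nt. It is 1 of 3 annotated transcripts of the gene. The E2f2 transcript ENSMUST00000061721 lies on the plus strand of chromosome 4, from 135728309 to 135751972, and holds 7 exons in 4739 nt. For E2f7, ENSMUST00000073781 runs on the plus strand of chromosome 10 from 110182524 to 110224440, and it is 1 of 9 annotated transcripts. For E2f8, ENSMUST00000058745 runs on the minus strand of chromosome 7 from 56121799 to 56136411, and it is 1 of 5. The E2f1 locus had an FPKM of 6.99 in WT and 1.03 in KO, a WT/KO ratio of 6.8 (95% interval 4.39 to 10.5). For E2f2 the FPKM was 2.11 in WT and 0.561 in KO, and the ratio was 3.76 (95% interval 2.17 to 6.49).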

Changes in E2f1-2 and E2f7-8 expressions were mainly due to the increased expression levels of isoforms ENSMUST00000103145 (E2f1), ENSMUST00000061721 (E2f2), ENSMUST00000073781 (E2f7), and ENSMUST00000058745 (E2f8) 48 hr in WT mice (Fig. 3F). The levels of E2f3-4 and E2f5-6 mRNAs did not change in both WT and KO regenerating livers (data not shown). Consistently, qPCR data showed that the expressions of 38 E2fs target genes involved in cell cycle control, DNA repair and replication, as well as G2/M checkpoints were suppressed due to PPARβ deficiency (48 hr after PH) (Fig. 4A). We further studied the expression of some of the differentially expressed E2fs targets during liver regeneration in both WT and KO mice. The expression of a few genes involved in cell cycle control was also studied due to their importance for proliferation. The data showed that the expression of Cyclin D was higher in WT than KO at 24–36 hr (Fig. 4B). In addition, western blots indicated that Cyclin D level was induced at 36–48 hr in WT mice and the increase was absent in regenerating KO mice (Fig. 4C). Similarly, quantification of hepatic Cyclin E/Cdk2 and Cyclin A, B/Cdk1 mRNAs revealed that they were increased in regenerating WT, but not in KO livers (36–48 hr) (Fig. D-H). The level of Cyclin E protein was increased at 36–48 hr in WT, but not in KO, mouse livers (Fig. 4I).

**Figure 3:**
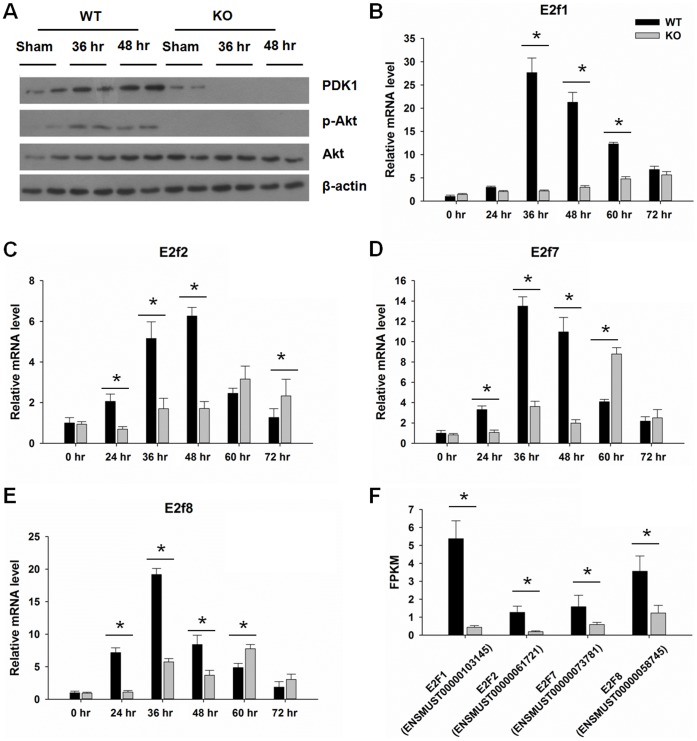
Western blot for PDK1/Akt pathway and gene expression of E2fs. (A) Protein levels of the PDK1/Akt pathway in wild-type (WT) and PPARβ-null (KO) mice. Hepatic gene expression levels of (B) E2f1, (C) E2f2, (D) E2f7, and (E) E2f8 over a time course from 0 to 72 hours after PH by qPCR (n = 3). (F) Differential analysis results for E2fs. Expression plot shows clear differences in the expression of E2f1, 2, 7, 8 between KO versus WT mice, measured in fragments per kilobase of exon per million fragments mapped (FPKM). Expression of a transcript is proportional to the number of reads sequenced from that transcript after normalizing for that transcript’s length. Means ± SD are graphed. * *p*<0.05.

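At the level of whole loci, E2f7 had an FPKM of 0.582 in the WT and 0.0904 in the KO library, a WT/KO ratio of 6.43 (95% interval 2.6 to 15.9). About 168 and 27.8 fragments stood behind these values, estimated from the depth and the longest annotated transcript. E2f8 had an FPKM of 4.91 in WT and 0.337 in KO, a ratio of 14.6 (95% interval 7.85 to 27.1), and its locus overlaps the annotated gene Gm2788. Over E2f1, E2f2, E2f7 and E2f8 the median log2 KO/WT was -2.25. A pseudocount of 1 FPKM in place of 0.1 moved this median most, to -1.49. These values come from 1 library per genotype, so an SD between mice cannot be computed from them. The paper states that the changes in these E2fs were mainly due to higher levels of the 4 transcripts in WT mice.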

**Figure 4:**
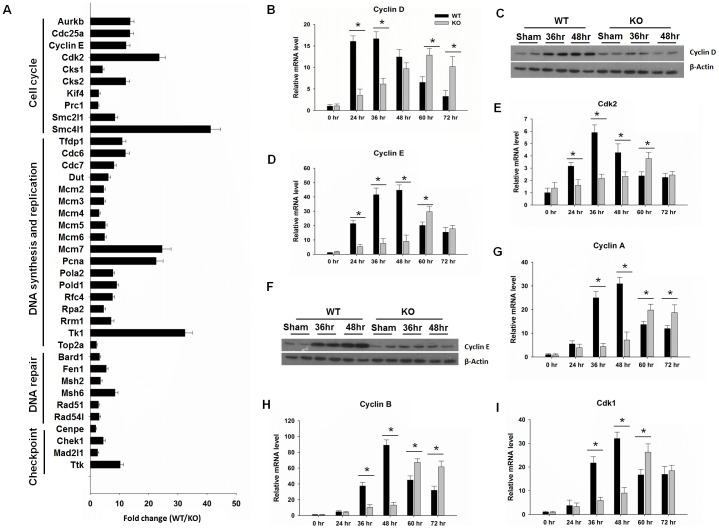
Depressed E2f downstream target gene expression in PPARβ-null (KO) mice after PH. (A) qPCR analysis of E2f target gene involved in cell cycle, DNA synthesis and replication, and DNA repair. (B) Real time qPCR analysis of Cyclin D over a time course from 0 to 72 hours after PH. (C) Western blot analysis of Cyclin D at 36–48 hr after PH. Real time qPCR analysis of (D-E) Cyclin E/Cdk2, and (G-H) Cyclin A, B/Cdk1 in wild-type (WT) and KO mice over a time course from 0 to 72 hours after PH. (I) Western blot analysis of Cyclin E at 36–48 hr after PH (n = 3). Means ± SD are graphed. * *p*<0.05.

### Inhibition the Expression of Genes Involved in Glycolysis in Regenerating PPARβ-null Livers

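Fig. 5A shades 19 genes of glycolysis and glucose uptake, and 9 of them had a WT/KO ratio of FPKM above 1.5. Among these were Hk2 (4.46), Aldoc (2.83), Slc2a5 (2.37), Slc2a4 (2.16), Slc2a1 (2.15), Pgm1 (1.98), Pkm2 (1.82) and Pgk1 (1.63). Another 8 genes were higher in WT by less than that, namely Tpi1 (1.49), Gpi1 (1.48), Gapdhs (1.38), Eno1 (1.36), Pfkp (1.36), Pfkl (1.25), Gapdh (1.2) and Aldoa (1.14). The row of Gapdhs also names Tmem147, and the row of Gpi1 also names Gm12762, so these values belong to joint loci. In the authors' deposited table none of the 19 genes had a q-value below 0.005 and 3 had one below 0.05, namely Hk2 (0.00789), Aldoc (0.0157) and Pkm2 (0.0328). Slc2a4 and Eno2 were not tested there. Hk2 had low values, with an FPKM of 0.290 in WT and 0.0650 in KO, and the 95% interval of its ratio was 1.91 to 10.4. Among the 17 shaded genes with a mean FPKM of at least 0.1, the median log2 KO/WT was -0.58. The paper identified the shaded genes by RNA-sequencing, so this median is that of genes picked on the same libraries. Centring on the median of expressed genes moved this median most, to -0.34, and left 8 of the 19 genes above 1.5-fold.

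**Figure D2:**
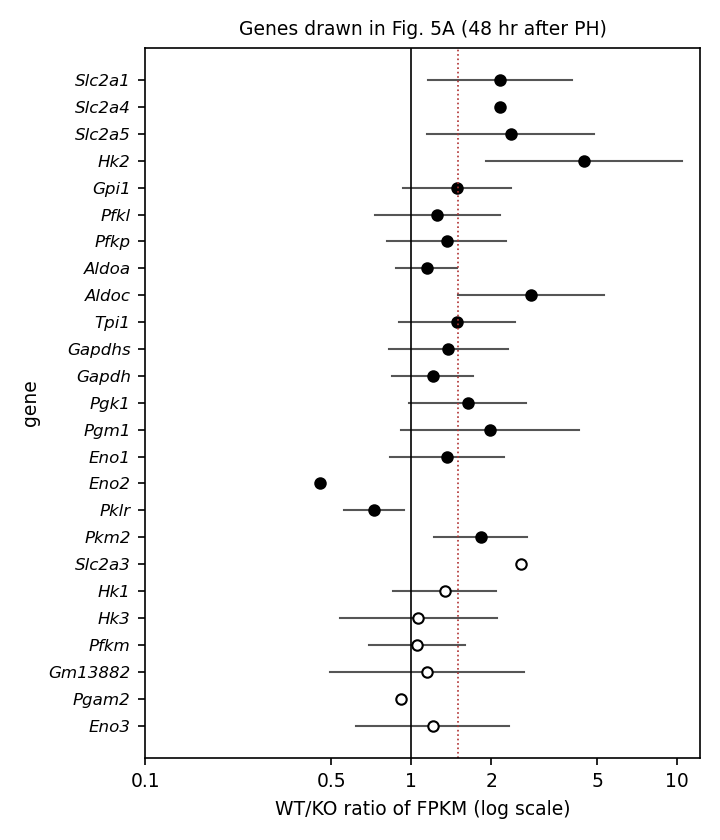
WT/KO ratio of FPKM (log scale) of genes drawn in Fig. 5A with a value above 0 in both libraries, 48 hr after PH, 1 library per genotype. Filled points are genes shaded in Fig. 5A and open points unshaded genes, lines are 95% intervals from the statistic in the authors' deposited table for tested genes, and the dotted line marks 1.5-fold. Filled points other than those of Eno2 and Pklr lie to the right of 1 as deposited, and Aldoa falls to 0.97 after centring on the median of expressed genes.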

Nineteen genes involved in the glycolysis pathway showed differential expression in regenerating WT and KO livers (>1.5 fold). 

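Only libraries from 48 hr after PH were analysed here, so a rise over the level before PH could not be measured in either genotype. As a direct comparison, 2 of the 19 shaded genes were higher in KO than in WT. Pklr (chromosome 3, 88940064 to 88964118) had an FPKM of 15.7 in WT and 21.7 in KO, a WT/KO ratio of 0.723 with a 95% interval of 0.558 to 0.938 and a q-value of 0.0954 in the authors' deposited table. The locus overlaps Hcn3, which has a row of its own. Eno2 had an FPKM of 0.0588 in WT and 0.130 in KO, about 8.69 and 20.4 fragments. The interval of the ratio included 1 for Gpi1, Pfkl, Pfkp, Aldoa, Tpi1, Gapdhs, Gapdh, Pgk1, Pgm1 and Eno1, so for these 10 genes a difference was not detectable within the model error of the authors' deposited table. From the shaded genes, which it also measured by qPCR, the paper states that expression was elevated in regenerating WT, but not in KO, mouse livers. Its qPCR, not analysed here, had Pklr, Gpi1, Pfkl, Gapdhs, Pgk1, Pgm1 and Eno1 higher in WT at 48 hr.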

All the shaded genes shown in figure 5A had elevated expression levels in regenerating WT, but not in KO, mouse livers (48 hr). The findings were confirmed by qPCR. The expression of genes involved in glycolysis (Hexokinase 2, Hk2; Glucose phosphate isomerase 1, Gpi1; Phosphofructokinase, Pfkl; Aldolase C, Aldoc; Glyceraldehyde-3-phosphate dehydrogenase, Gapdhs; Phosphoglycerate kinase 1, Pgk1; Phosphoglucomutase 1, Pgm1; Enolase 1, Eno1; Pyruvate kinase liver and red blood cell, Pklr) were analyzed at time-points during liver regeneration. All except Hk2 at 24 hr, showed higher expression levels in WT than KO at 24, 36, and 48 hr after PH (Fig. 5B–J). Four genes, Pfkl, Aldoc, Gapdhs, and Pgm1, showed higher expression levels in KO than WT at 60 or 72 hr after PH thus suggesting a compensatory effect at a later time.

**Figure 5:**
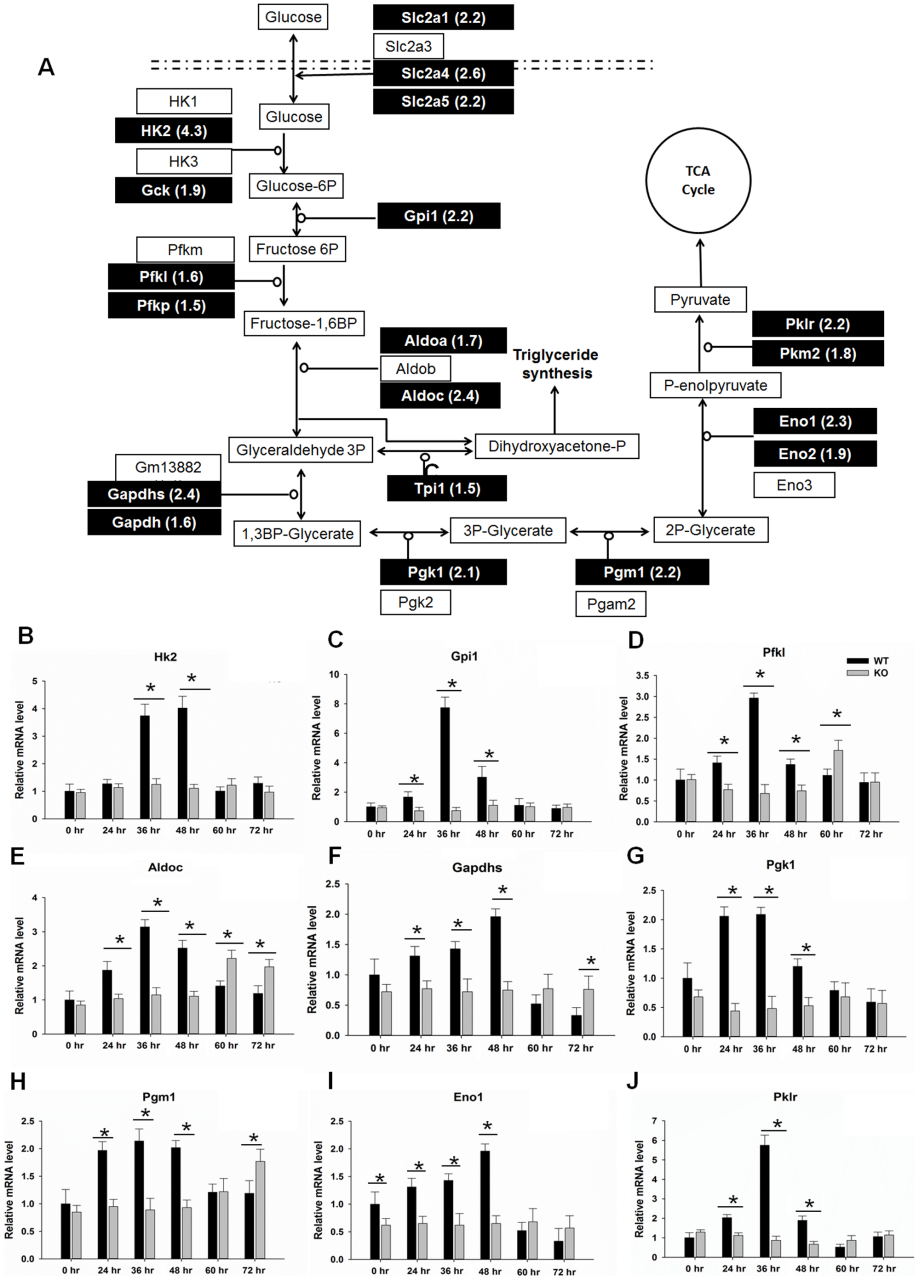
Gene expression of key metabolic enzymes involved in glycolysis in wild-type (WT) and PPARβ-null (KO) mice after PH. (A) Glucose metabolism pathway. Major metabolic enzymes and intermediates are shown. Genes identified by RNA-sequencing and confirmed by quantitative real-time PCR are shaded; the number after each gene name means the ratio of gene expression of WT/KO. Biological pathway analysis was performed by using GenMAPP Pathway (http://www.genmapp.org). Hepatic gene expression levels of (B) Hk2, (C) Gpi1, (D) Pfkl, (E) Adloc, (F) Gapdhs, (G) Pgk1, (H) Pgm1, (I) Eno1, and (J) Pklr in WT and KO mice over a time course from 0 to 72 hours after PH (n = 3). Means ± SD are graphed. * p<0.05.

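Fig. 5A also draws 9 genes without shading. Since shading follows from values of the same libraries, a contrast of shaded with unshaded genes is no test. The median log2 KO/WT of the unshaded genes was -0.13 over the 8 genes with a mean FPKM of at least 0.1, and it changed sign to 0.11 after centring on the median of expressed genes. Slc2a3 was the only unshaded gene above 1.5-fold, with an FPKM of 0.162 in WT and 0.0625 in KO, and was not tested in the authors' deposited table. Pgk2 was listed at 0 in both libraries.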

### Inhibition the Expression of Genes Associated with Cholesterol, Triglyceride, and Fatty Acid Biosynthesis in Regenerating PPARβ-null Livers

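The genes counted here as lipid genes are those drawn in Fig. 6A and 6B and a list of targets of the sterol regulator SREBP2, since the paper's text does not list the genes behind its total. Srebf1 (chromosome 11, 59918434 to 60036083), which encodes a Srebp, had an FPKM of 46.6 in WT and 9.21 in KO, a WT/KO ratio of 5.06 (95% interval 4.00 to 6.39). The ratio of Srebf2 was 1.43 and its interval, 0.957 to 2.15, included 1. All 13 SREBP2 targets were lower in KO, with a median log2 KO/WT of -1.10, and 1 of them, Idi1, is also drawn in Fig. 6A. Without Idi1 the median of the other 12 genes was -1.10. Ebp and Fads2, which were among the most abundant of these targets, had WT/KO ratios of 1.81 and 2.06.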

Ninety-seven genes that regulate lipid homeostasis showed differential expression in regenerating WT and KO mouse livers. Among them, 14 and 12 genes are involved in cholesterol metabolism and FA synthesis, respectively (Fig. 6A–B). qPCR has confirmed that all of them had higher expression levels in WT mice. 

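Of the 16 genes drawn in Fig. 6A for cholesterol metabolism, 14 had a WT/KO ratio of FPKM above 1.5, the 13 shaded genes and Sc4mol. The shaded genes ranged from Cyp51 (2.83, 95% interval 1.77 to 4.53) to Cyp7a1 (25.0, 95% interval 14.2 to 44). Fdft1 (chromosome 14, 63741302 to 63796630) had an FPKM of 64.1 in WT and 14.0 in KO, a ratio of 4.56 (95% interval 2.72 to 7.66). The ratio was 7.45 for Pmvk, 6.84 for Lss, 5.48 for Fdps, 5.42 for Sc5d and 4.68 for Dhcr7. In the authors' deposited table all 13 shaded genes had a q-value below 0.005. Their median log2 KO/WT was -2.22, over genes that the paper identified by RNA-sequencing of the same libraries. Of the 15 genes drawn in Fig. 6B for FA and triglyceride synthesis, 12 were above 1.5-fold, and these were the shaded genes. Acss2 (5.76), Acly (5.21) and Fasn (4.65) had the highest ratios, and Fasn had an FPKM of 98.6 in WT and 21.2 in KO. Acsl5 (1.55) and Dgat1 (1.54) were nearest to the 1.5-fold line, and after centring on the median of expressed genes 9 of the genes stayed above it. The test of Acly failed and Acsl6, with an FPKM of 0.0737 in WT and 0.0435 in KO, was not tested, while 8 of the other 10 shaded genes had a q-value below 0.005 in the authors' deposited table. The row of Acsl3 also names Utp14b. The median log2 KO/WT of the 11 shaded genes with a mean FPKM of at least 0.1 was -1.51, with the same limit, and centring moved it most, to -1.27. From these genes, the paper states that cholesterol metabolism and FA synthesis genes had higher expression levels in WT mice.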

The expression of four genes (Sterol regulatory element-binding protein, Srebp; ATP citrate lyase, Acly; FA synthase, Fasn; Acetyl-Coenzyme A carboxylase alpha, Acc) were also examined at all time-points during liver regeneration. The induction of Srebp peaked at 24 hr and was sustained until 48 hr in WT mice. However, the induction of Srebp in KO did not occur until 60 hr after PH (Fig. 6C). Consistent with the expression profile of Srebp in WT and KO mice, all the studied downstream targets of Srebp (Acly, Fasn, and Acc) showed higher expression in WT than KO 36–48 hr after PH. (Fig. 6D–F).

**Figure 6:**
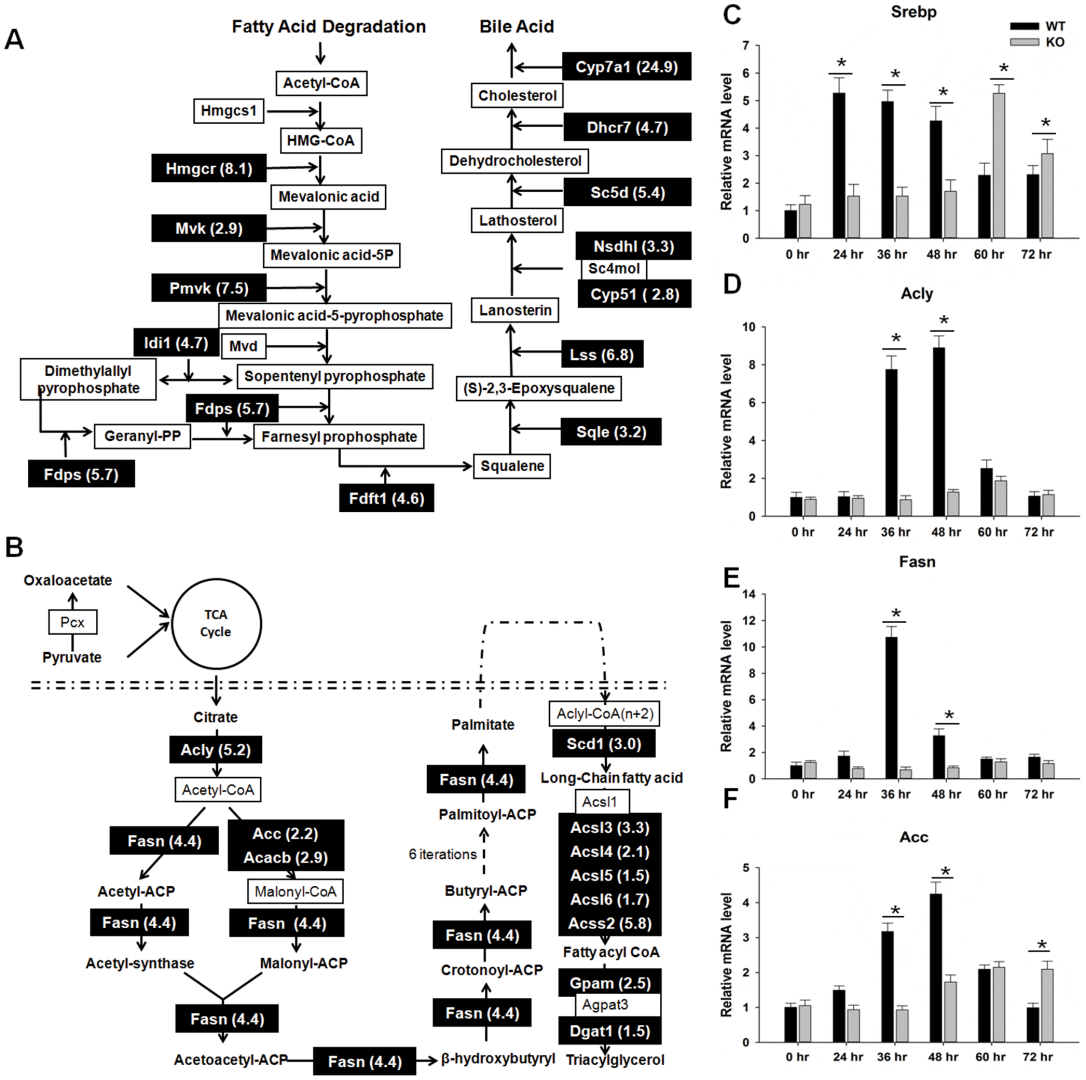
Pathways for major lipid metabolism. (A) cholesterol biosynthesis. (B) triglyceride biosynthesis and fatty acid synthesis. Major metabolic enzymes and intermediates are shown. Genes identified by RNA-sequencing and confirmed by quantitative real-time PCR are shaded; the number after each gene name means the ratio of gene expression of wild-type (WT)/PPARβ-null (KO). Biological pathway analysis was performed by using GenMAPP Pathway (http://www.genmapp.org). Hepatic gene expression levels of (C) Srebp, (D) Acly, (E) Fasn, and (F) Acc, in WT and KO mice over a time course from 0 to 72 hours after PH (n = 3). Means ± SD are graphed. * *p*<0.05.

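The WT/KO ratio of Sc4mol, drawn unshaded in Fig. 6A, was 3.70 (95% interval 2.71 to 5.06). Hmgcs1, also unshaded, was listed at 0 in both libraries on an unplaced contig, as were all 372 loci on such contigs, and Mvd was not analysed here. In Fig. 6B the 3 unshaded genes were higher in KO, with WT/KO ratios of 0.727 for Pcx, 0.545 for Acsl1 and 0.834 for Agpat3. Their median log2 KO/WT of 0.46 stayed above 0 under each scaling tried, at 0.44 with equal sums of FPKM and 0.70 after centring.

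**Figure D3:**
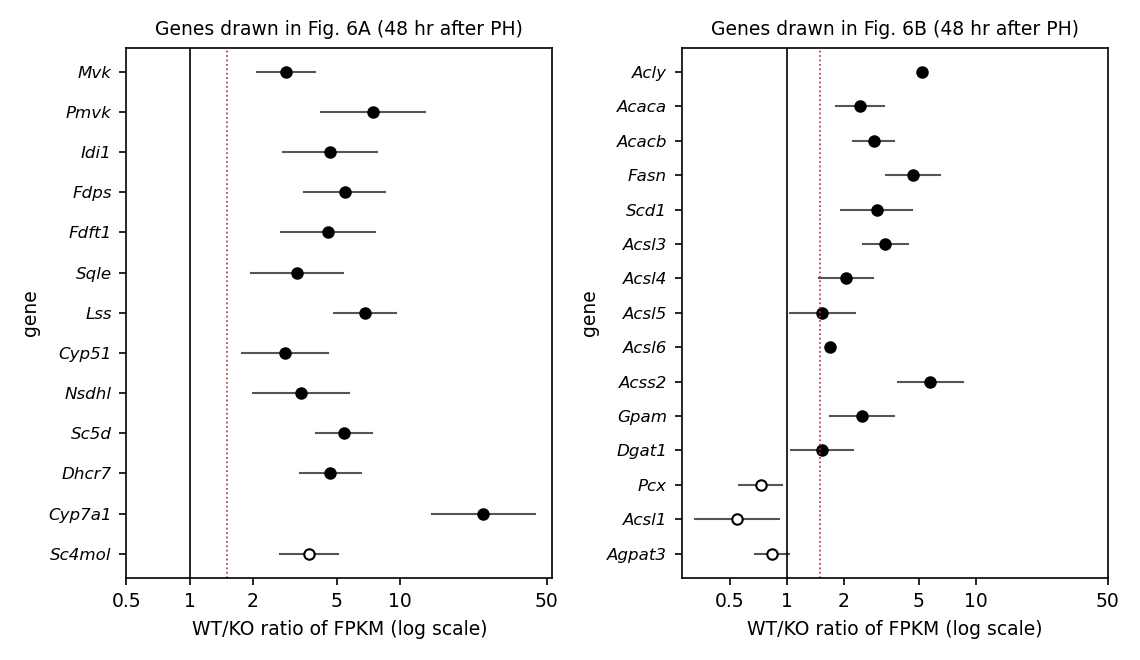
WT/KO ratio of FPKM (log scale) of genes drawn in Fig. 6A and in Fig. 6B with a value above 0 in both libraries, 48 hr after PH, 1 library per genotype. Filled points are genes shaded in those figures and open points unshaded genes, lines are 95% intervals from the statistic in the authors' deposited table for tested genes, and the dotted line marks 1.5-fold. Every filled point lies to the right of the dotted line as deposited.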

Morphological data showed that WT mice accumulated lipid droplets in hepatocytes 36 hr after PH (Fig. 7A) whereas this transient steatosis was not noted in KO mice at the same time-point. There were no signs of steatosis in sham-operated WT and KO mice. Moreover, the expression levels of PPARα and PPARγ were also higher in WT than KO mice 36 hr after PH (Fig. 7B–C).

**Figure 7:**
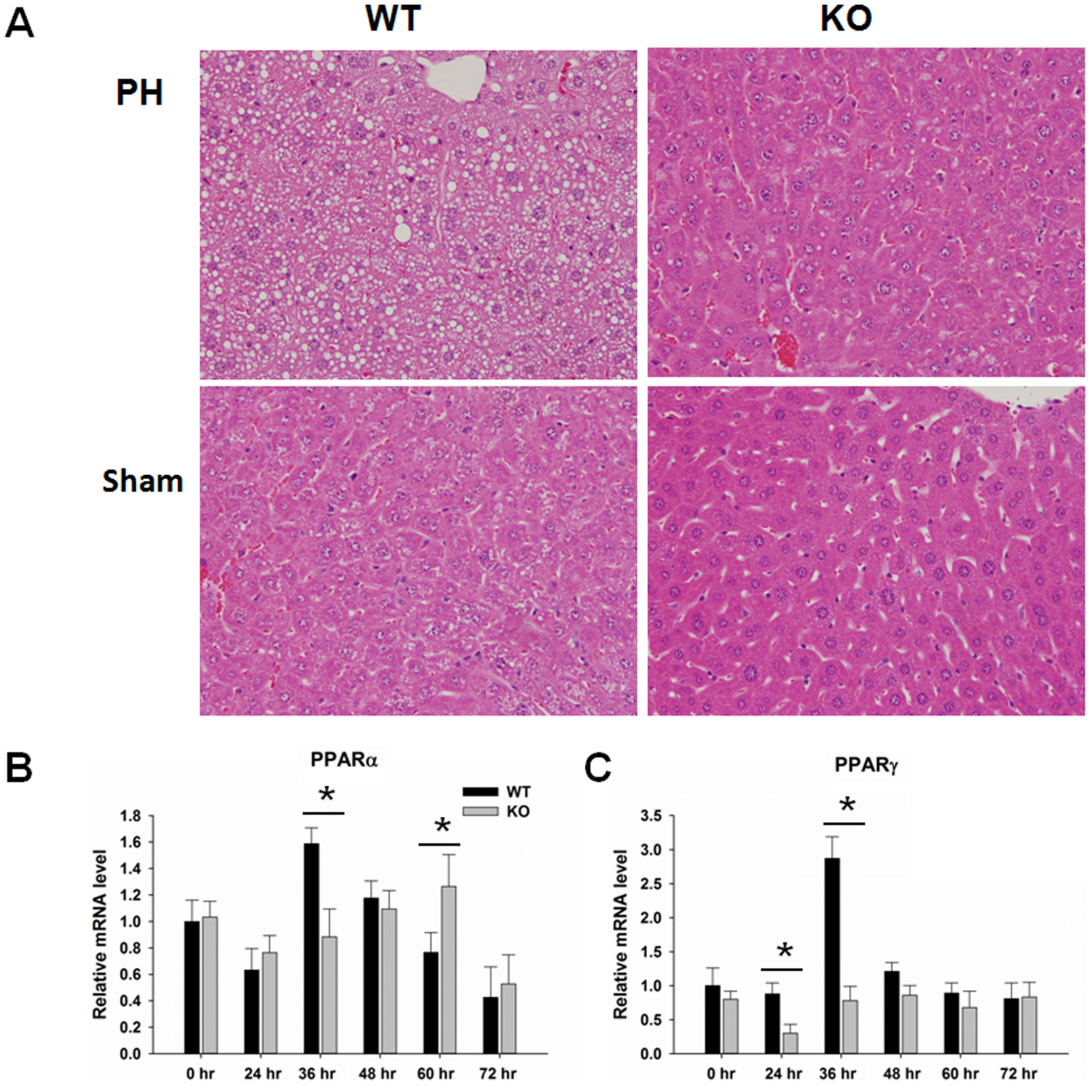
Lipid accumulation in wild-type (WT) and PPARβ-null (KO) mice after PH. (A) Hematoxylin and eosin staining shows lipid accumulation in WT mice, but not in KO mice, 36 hr after PH. Sham tissue used as negative control. (B) Hepatic gene expression levels of (B) PPARα and (C) PPARγ in WT and KO mice over a time course from 0 to 72 hours after PH (n = 3). Means ± SD are graphed. * *p*<0.05.

## Discussion

The role of PPARβ in regulating lipid and carbohydrate homeostasis as well as proliferation has been shown in adipose tissue, muscle, skin, lung, colon using *in vivo* and *in vitro* models [25]. However, the results are inconsistent across the different models. For example, synthetic PPARβ agonists promote cholesterol accumulation in human macrophages [26]. However, fat mass is not reduced in adipose-specific PPARβ-null mice [27]. In terms of cell proliferation, human keratinocytes treated with PPARβ ligands (L165041 or GW501516) had increased cell proliferation [28], while decreased cell proliferation was found in human HaCaT keratinocytes treated with GW501516 [29]. Controversial findings also exist in with PPARβ function in various cancer cells. For instance, PPARβ activation has been shown to stimulate proliferation of breast cancer cells (MCF-7, T47D, LNCaP), but not human colon carcinoma cells (HT29, HCA-7, SW480) [20]. Despite efforts to study PPARβ in different tissues, the role of PPARβ in regulating hepatocyte proliferation has never been studied. Using the PH-induced liver regeneration model, we report for the first time that PPARβ is involved in liver regeneration. Gene profiling after PH of WT and KO mice provided insight into the cellular mechanisms relevant to the role of PPARβ in liver regeneration. Our data showed that PPARβ has a role in liver regeneration by regulating metabolism and cell proliferation. It is clear that proliferation requires an adapted metabolic response of the cells; hence, PPARβ-mediated metabolism is likely linked to cell proliferation.

Akt, which is a downstream target of PPARβ [24], has a dual and integrated role in regulating metabolism and proliferation. In terms of metabolism, Akt regulates glucose homeostasis as well as FA synthesis [30]. Activation of Akt in 4-hydroxytamoxifen-treated human retinoic pigment epithelial cells induces the expression of genes that are involved in cholesterol and FA biosynthesis [31]. In addition, Akt can activate Srebp to up-regulate the expression of Fasn and Acc, which are the key enzymes involved in FA synthesis [32]. Our data showed the activation of PDK1/Akt, which was accompanied by up-regulation of Srebp, Acly, Fasn, and Acc 24–36 hrs after PH in WT mice. However, such coordinated up-regulation was not found in regenerating PPARβ-null mice. Of particular importance is that Acly is a key enzyme integrating glucose and lipid metabolism pathways [33]. For proliferation to occur, glycolytic flux needs to be induced to convert glucose into pyruvate, which leads to the production of lactate and acetyl-CoA to facilitate FA synthesis [34]. The up-regulation of Acly in regenerating liver can result in increased acetyl-CoA production, leading to enhanced cholesterogenesis and lipogenesis [35], which may cause fat accumulation found in regenerating liver to stimulate cell proliferation. In contrast, the lack of induction of Acly in regenerating PPARβ livers failed to induce glycolysis and FA synthesis that resulted in no fat accumulation and delayed hepatocyte proliferation in PPARβ mice.

E2fs regulate the expression of both proliferative and metabolic genes [35]. They are essential to regulate genes that are involved in DNA replication and cell cycle progression by exerting cell-cycle-specific expression pattern and by binding directly to the E2f-binding sites [2]. The classical E2fs, which include E2f1-6, regulate the transcription of target genes when bound to the promoters as heterodimers with a “differentiation regulated transcription factor protein” (DP) while the atypical E2f7-8 bind to promoters as homodimers or heterodimers without a DP. The E2f family is split into two groups by function: transcription activators and repressors. Activators such as E2f1-3 promote cell cycle progression, while repressors (E2f4-8) inhibit cell cycle [36]. E2f7-8 can inhibit the action of E2f1 via a negative feedback loop [35]. Since some E2f family members may have overlapping functions, loss of one family member may be compensated by another [35]. This may explain why E2f1 deficiency has no effect on liver regeneration [37]. Our data showed that among the eight E2fs studied, four (E2f1-2 and E2f7-8) increased their expression levels during liver regeneration. The induction E2f1 mRNA level was up more than 25 fold at 36 hr after PH. However, such inductions were either not noted or drastically reduced in KO mice. Moreover, thirty-eight downstream genes of E2fs involved in cell cycle regulation, DNA replication and repair, as well as checkpoint control, failed to be up-regulated in regenerating KO livers. These findings not only implied that PPARβ has a role in coordinating the regulation of multiple E2fs, but also suggested that PPARβ-mediated E2f actions might be essential for the normal progression of liver regeneration.

E2f1 is the best characterized member of the E2f family members. E2f1 orchestrates a complex control of oxidative and glycolytic metabolisms that are essential for cell proliferation and adaptation to energy demands [35]. Activation of E2f1 increases glucose-stimulated insulin secretion and favors the process of glycolysis in pancreatic β-Min6 cells [38]. Decreased insulin secretion was identified in E2f1-null mice [38]. 

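Of the 43 genes drawn in Fig. 5A and Fig. 6B, shaded or not, 22 had a WT/KO ratio of FPKM above 1.5 at 48 hr after PH. This is a share of 51.2% (95% Wilson interval 36.8 to 65.4, over genes). The share was 18.6% with a q-value below 0.005 in the authors' deposited table as a further condition, and 83.7% with any higher value in WT. Genes drawn without a value above 0 counted as not higher in WT. The paper's own share counts genes that did not rise during regeneration, which a WT/KO ratio at 48 hr alone does not measure. From that share, beside published work on E2f1, the paper proposes that PPARβ might act on liver metabolism and cell proliferation through E2fs.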

Our data showed that about 70% of the genes involved in glycolysis and FA synthesis pathways failed to be induced during liver regeneration due to PPARβ deficiency (48 hr after PH). These findings suggested that the role of PPARβ in regulating liver metabolism and cell proliferation during liver regeneration might be through E2fs.

Because of the significant role of E2fs in cell cycle and metabolism, it is important to understand the mechanism by which E2fs are regulated. Since Akt, the downstream of PPARβ, activates E2f in NIH3T3 fibroblast cells and Akt phosphorylation correlates with increased E2F mRNA level [24], [39], the regulation of E2f by PPARβ might be Akt dependent. Furthermore, at the transcriptional level, by performing motif analysis of our published ChIP-sequencing data, we found that hepatic retinoid×receptor α (RXRα) bound to E2f1 and E2f2 (Chr2∶154388649–154388661, Chr4∶135737726–135737738, respectively) in mouse liver [40]. It was shown that the PPARγ agonist rosiglitazone increases the binding of PPARγ to DR1 sites in the E2f1 and E2f2 gene promoters in 3T3-L1 cells [41]. The RXRα binding site found in mouse liver coincides with the RXRα/PPARγ binding sites found in 3T3-L1 cells. E2fs regulate adipocyte differentiation through modulating the expression of PPARγ in 3T3-L1 preadipocytes [39]. Moreover, the binding of RXRα to the E2f1 and E2f2 in mouse livers could also be enriched by treating mice with all-trans retinoic acid (unpublished). These data indicate that E2f1-2 can be transcriptionally regulated by RXRα/PPARγ. Whether E2f1-2 can be directly regulated by PPARβ remains to be determined. It is worth noting that the basal level of E2f1-2 is not different between the WT and KO mice, the differential expressions of E2fs are only found when hepatocytes are actively proliferating, thus reflecting the cell cycle-specific expression pattern of E2fs. It is interesting to note that there is substantially hepatic lipid accumulation 36 hr after PH. The role of the accumulated lipid may function as an energy source for liver regeneration [42]. It is possible that the accumulated lipid in regenerating liver serves as a ligand for PPARγ or β, which in turn activates E2f1-2 and lead to metabolism and cell proliferation. Thus, the transcriptional induction of E2fs could be due to activation of Akt or the FA-activated PPARγ pathway. This scenario is further supported by our findings that PPARγ is induced in regenerating WT mouse livers.

Taken together, our data showed the potential interaction between PPARβ and E2fs in regulating metabolism and cell proliferation in regenerating mouse liver. The lack of activation of PDK1/Akt and E2fs-mediated pathways due to PPARβ deficiency resulted in delayed regeneration (Fig. 8). It would be interesting to test whether activation of PPARβ can facilitate liver regeneration and this work is currently on going.

**Figure 8:**
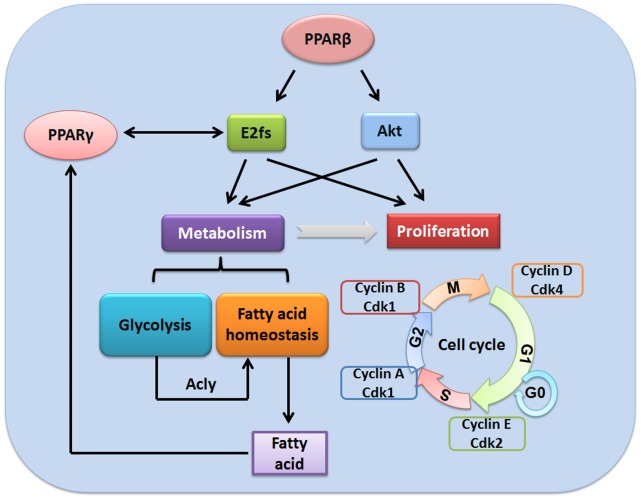
Summary for the role of PPARβ in regulating liver regeneration through E2f-regulated pathway. PPARβ up-regulates Akt- and E2fs, which control glycolysis, fatty acid homeostasis as well as cell proliferation in regenerating livers. In terms of metabolism, E2fs gene regulation facilitates glucose-stimulated insulin secretion and the breakdown of glucose through glycolysis. E2fs regulate lipid homeostasis through modulating PPARγ expression. Akt activates the key enzymes involved in fatty acid synthesis. Moreover, Acly enhances cholesterogenesis and lipogenesis that may lead to fat accumulation in regenerating liver where it is used to stimulate cell proliferation. The produced fatty acid activates PPARγ, which might regulate E2fs through a feedback loop. Consequently, these metabolic activities generate energy and intermediates for cell proliferation. In addition to their roles in cell metabolism, Akt also regulates cell cycle through Cyclin D/Cdk4 complex while E2fs modulate cell cycle regulation, DNA replication and repair, as well as checkpoint control.

## References

[1] YangX, GuoM, WanYJ (2010) Deregulation of growth factor, circadian clock, and cell cycle signaling in regenerating hepatocyte RXRα-deficient mouse livers. Am J Pathol 176: 733–743.2003505710.2353/ajpath.2010.090524PMC2808080

[2] AguilarV, FajasL (2010) Cycling through metabolism. EMBO Mol Med 2: 338–348.2072198810.1002/emmm.201000089PMC3118222

[3] WangYX (2010) PPARs: diverse regulators in energy metabolism and metabolic diseases. Cell Res 20: 124–137.2010126210.1038/cr.2010.13PMC4084607

[4] WagnerKD, WagnerN (2010) Peroxisome proliferator-activated receptor beta/delta (PPARβ/δ) acts as regulator of metabolism linked to multiple cellular functions. Pharmacol Ther 125: 423–435.2002635510.1016/j.pharmthera.2009.12.001

[5] VaccaM, DegirolamoC, MassafraV, PolimenoL, Mariani-CostantiniR, et al (2012) Nuclear receptors in regenerating liver and hepatocellular carcinoma. Mol Cell Endocrinol 368: 108–119.2278974810.1016/j.mce.2012.06.025

[6] AndersonSP, YoonL, RichardEB, DunnCS, CattleyRC, et al (2002) Delayed liver regeneration in peroxisome proliferator-activated receptor-α-null mice. Hepatology 36: 544–554.1219864610.1053/jhep.2002.35276

[7] RaoM, PetersJM, GonzalezFJ, ReddyJK (2002) Hepatic regeneration in peroxisome proliferator-activated receptor α-null mice after partial hepatectomy. Hepatol Res 22: 52–57.1180483410.1016/s1386-6346(01)00119-x

[8] WheelerMD, SmutneyOM, CheckJF, RusynI, Schulte-HermannR, et al (2003) Impaired Ras membrane association and activation in PPAR α knockout mice after partial hepatectomy. Am J Physiol-Gastr L 284: G302–G312.10.1152/ajpgi.00175.200212388208

[9] SkrticS, CarlssonL, LjungbergA, LindenD, MichalikL, et al (2005) Decreased expression of peroxisome proliferator-activated receptor α and liver fatty acid binding protein after partial hepatectomy of rats and mice. Liver Int 25: 33–40.1569839610.1111/j.1478-3231.2004.0998.x

[10] GazitV, HuangJ, WeymannA, RudnickDA (2012) Analysis of the role of hepatic PPARγ expression during mouse liver regeneration. Hepatology 56: 1489–1498.2270711710.1002/hep.25880PMC3465497

[11] YuanX, YanSK, ZhaoJ, ShiD, YuanB, et al (2011) Lipid Metabolism and Peroxisome Proliferator-Activated Receptor Signaling Pathways Participate in Late-Phase Liver Regeneration. J Proteome Res 10: 1179–1190.2119268810.1021/pr100960h

[12] QuA, ShahYM, MatsubaraT, YangQ, GonzalezFJ (2010) PPARα-dependent activation of cell cycle control and DNA repair genes in hepatic nonparenchymal cells. Toxicol Sci 118: 404–410.2081375610.1093/toxsci/kfq259PMC2984533

[13] YamamotoY, OnoT, DharDK, YamanoiA, TachibanaM, et al (2008) Role of peroxisome proliferator-activated receptor-gamma (PPARγ) during liver regeneration in rats. J Gastroen Hepatol 23: 930–937.10.1111/j.1440-1746.2008.05370.x18565023

[14] ZingarelliB, PirainoG, HakePW, O’ConnorM, DenenbergA, et al (2010) Peroxisome proliferator-activated receptor {delta} regulates inflammation via NF-{kappa}B signaling in polymicrobial sepsis. Am J Pathol 177: 1834–1847.2070980510.2353/ajpath.2010.091010PMC2947279

[15] ShanW, PalkarPS, MurrayIA, McDevittEI, KennettMJ, et al (2008) Ligand activation of peroxisome proliferator-activated receptor β/δ (PPARβ/δ) attenuates carbon tetrachloride hepatotoxicity by downregulating proinflammatory gene expression. Toxicol Sci 105: 418–428.1862202610.1093/toxsci/kfn142PMC2527639

[16] KostadinovaR, MontagnerA, GourantonE, FleuryS, GuillouH, et al (2012) GW501516-activated PPARβ/δ promotes liver fibrosis via p38-JNK MAPK-induced hepatic stellate cell proliferation. Cell and Bioscience 2: 34.2304657010.1186/2045-3701-2-34PMC3519722

[17] Di-PoïN, TanNS, MichalikL, WahliW, DesvergneB (2002) Antiapoptotic role of PPARβ in keratinocytes via transcriptional control of the Akt1 signaling pathway. Mol Cell 10: 721–733.1241921710.1016/s1097-2765(02)00646-9

[18] TsujiK, MitsutakeS, YokoseU, SugiuraM, KohamaT, et al (2008) Role of ceramide kinase in peroxisome proliferator-activated receptor beta-induced cell survival of mouse keratinocytes. FEBS J 275: 3815–3826.1856510410.1111/j.1742-4658.2008.06527.x

[19] BorlandMG, ForemanJE, GirroirEE, ZolfaghariR, SharmaAK, et al (2008) Ligand activation of peroxisome proliferator-activated receptor-β/δ inhibits cell proliferation in human HaCaT keratinocytes. Mol Pharmacol 74: 1429–1442.1868780710.1124/mol.108.050609PMC2672040

[20] StephenRL, GustafssonMC, JarvisM, TatoudR, MarshallBR, et al (2004) Activation of peroxisome proliferator-activated receptor δ stimulates the proliferation of human breast and prostate cancer cell lines. Cancer Res 64: 3162–3170.1512635510.1158/0008-5472.can-03-2760

[21] HePF, BorlandMG, ZhuBA, SharmaAK, AminS, et al (2008) Effect of ligand activation of peroxisome proliferator-activated receptor- β/δ (PPARβ/δ) in human lung cancer cell lines. Toxicology 254: 112–117.1895067410.1016/j.tox.2008.09.023PMC2653217

[22] TrapnellC, RobertsA, GoffL, PerteaG, KimD, et al (2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nature Protocols 7: 562–578.2238303610.1038/nprot.2012.016PMC3334321

[23] BurdickAD, BilityMT, GirroirEE, BillinAN, WillsonTM, et al (2007) Ligand activation of peroxisome proliferator-activated receptor- β/δ (PPARβ/δ) inhibits cell growth of human N/TERT-1 keratinocytes. Cell Signal 19: 1163–1171.1725475010.1016/j.cellsig.2006.12.007PMC1913217

[24] GilleH, DownwardJ (1999) Multiple ras effector pathways contribute to G(1) cell cycle progression. J Biol Chem 274: 22033–22040.1041952910.1074/jbc.274.31.22033

[25] HuangTH, RoufogalisBD (2012) Healing the diabetic heart: modulation of cardiometabolic syndrome through peroxisome proliferator activated receptors (PPARs). Curr Mol Pharmacol 5: 241–247.22122453

[26] VosperH, PatelL, GrahamTL, KhoudoliGA, HillA, et al (2001) The peroxisome proliferator-activated receptor δ promotes lipid accumulation in human macrophages. J Biol Chem 276: 44258–44265.1155777410.1074/jbc.M108482200

[27] BarakY, LiaoD, HeWM, OngES, NelsonMC, et al (2002) Effects of peroxisome proliferator-activated receptor δ on placentation, adiposity, and colorectal cancer. P Natl Acad Sci USA 99: 303–308.10.1073/pnas.012610299PMC11755611756685

[28] RomanowskaM, Al YacoubN, SeidelH, DonandtS, GerkenH, et al (2008) PPARdelta enhances keratinocyte proliferation in psoriasis and induces heparin-binding EGF-like growth factor. J Invest Dermatol 128: 110–124.1763782610.1038/sj.jid.5700943

[29] BorlandMG, ForemanJE, GirroirEE, ZolfaghariR, SharmaAK, et al (2008) Ligand Activation of Peroxisome Proliferator-Activated Receptor-beta/delta Inhibits Cell Proliferation in Human HaCaT Keratinocytes. Molecular Pharmacology 74: 1429–1442.1868780710.1124/mol.108.050609PMC2672040

[30] FajasL, AnnicotteJS, MiardS, SarrufD, WatanabeM, et al (2004) Impaired pancreatic growth, beta cell mass, and beta cell function in E2F1(−/−) mice. J Clin Invest 113: 1288–1295.1512402010.1172/JCI18555PMC398423

[31] PorstmannT, GriffithsB, ChungYL, DelpuechO, JrG, et al (2005) PKB/Akt induces transcription of enzymes involved in cholesterol and fatty acid biosynthesis via activation of SREBP. Oncogene 24: 6465–6481.1600718210.1038/sj.onc.1208802

[32] FritzV, FajasL (2010) Metabolism and proliferation share common regulatory pathways in cancer cells. Oncogene 29: 4369–4377.2051401910.1038/onc.2010.182PMC3004916

[33] BuzzaiM, BauerDE, JonesRG, DeBerardinisRJ, HatzivassiliouG, et al (2005) The glucose dependence of Akt-transformed cells can be reversed by pharmacologic activation of fatty acid beta-oxidation. Oncogene 24: 4165–4173.1580615410.1038/sj.onc.1208622

[34] ZhouY, ZhangX, ChenL, WuJ, DangH, et al (2008) Expression profiling of hepatic genes associated with lipid metabolism in nephrotic rats. Am J Physiol-Renal 295: F662–F671.10.1152/ajprenal.00046.2008PMC253686818614621

[35] BlanchetE, AnnicotteJS, LagarrigueS, AguilarV, ClapeC, et al (2011) E2F transcription factor-1 regulates oxidative metabolism. Nat Cell Biol 13: 1146–U1184.2184179210.1038/ncb2309PMC3849758

[36] HallstromTC, MoriS, NevinsJR (2008) An E2F1-dependent gene expression program that determines the balance between proliferation and cell death. Cancer Cell 13: 11–22.1816733610.1016/j.ccr.2007.11.031PMC2243238

[37] LukasER, BartleySM, GraveelCR, DiazZM, DysonN, et al (1999) No effect of loss of E2F1 on liver regeneration or hepatocarcinogenesis in C57BL/6J or C3H/HeJ mice. Mol Carcinog 25: 295–303.1044903610.1002/(sici)1098-2744(199908)25:4<295::aid-mc8>3.0.co;2-9

[38] AnnicotteJS, BlanchetE, ChaveyC, IankovaI, CostesS, et al (2009) The CDK4-pRB-E2F1 pathway controls insulin secretion. Nat Cell Biol 11: 1017–U1247.1959748510.1038/ncb1915PMC2824657

[39] CicenasJ, UrbanP, VuaroqueauxV, LabuhnM, KungW, et al (2005) Increased level of phosphorylated akt measured by chemiluminescence-linked immunosorbent assay is a predictor of poor prognosis in primary breast cancer overexpressing ErbB-2. Breast Cancer Research 7: R394–R401.1598744410.1186/bcr1015PMC1175052

[40] SiersbaekR, NielsenR, JohnS, SungMH, BaekS, et al (2011) Extensive chromatin remodelling and establishment of transcription factor ‘hotspots’ during early adipogenesis. EMBO J 30: 1459–1472.2142770310.1038/emboj.2011.65PMC3102274

[41] FajasL, LandsbergRL, Huss-GarciaY, SardetC, LeesJA, et al (2002) E2Fs regulate adipocyte differentiation. Dev Cell 3: 39–49.1211016610.1016/s1534-5807(02)00190-9

[42] LeclercqIA, FieldJ, FarrellGC (2003) Leptin-specific mechanisms for impaired liver regeneration in ob/ob mice after toxic injury. Gastroenterology 124: 1451–1464.1273088410.1016/s0016-5085(03)00270-1

How the deposited data were processed for this re-analysis (not part of the article)

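RNA-sequencing of regenerating livers 48 hr after PH gave 1 library of WT and 1 of KO liver, and these 2 libraries are the only samples. The authors aligned the reads with TopHat to NCBI37 (mm9), assembled transcripts with Cufflinks and ran Cuffdiff, as the paper's methods state. The methods also name Baggerley's test, while the columns of the authors' deposited table are those of Cuffdiff. The FPKM values are the authors' estimates per locus, in fragments per kilobase of exon, scaled to the number of mapped fragments. Whether quartile normalization was used is not stated in the paper's text. The p-value and q-value columns of the authors' deposited table come from Cuffdiff's comparison of the libraries, with Benjamini-Hochberg adjustment for the q-value. The score column, the statistic deposited by the authors, is the natural log of the ratio divided by its model error.

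Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of the 38016 loci, 2302 had no gene symbol and 850 named several symbols, each of which was given the value of the joint locus. Rows of the same symbol were summed. The 21 loci marked HIDATA were listed at 0, Alb and Trf among them, and were left out as failed estimates. Loci such as that of Ppard start and end as the gene in GENCODE vM1 on NCBIM37. Others are wider than the annotated gene, among them those of Srebf1, Fdft1 and Pklr. The coordinates printed for these genes are those of the loci. All coordinates are on that build, counted from 1. The 95% intervals of ratios were computed from the deposited statistic for genes with a single tested locus.

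Log2 ratios of gene lists used a pseudocount of 0.1 FPKM, which understates the change of low genes, and genes with a mean FPKM of at least 0.1. Expressed genes are those with a mean FPKM of at least 1. The median of a list was set against 10000 random lists of the same size, in which each gene was drawn from the 200 genes nearest in mean FPKM. Its percentile describes these libraries and is not a test of the conditions. Percentiles are not given for the genes of the paper's figures, many of which the paper picked by their values in these libraries. The genes of Fig. 3, 4, 5A, 6A and 6B were taken from the paper. Lists of S phase, G2/M phase, clock, acute phase, PPAR target, fasting, SREBP2 target, male and female liver genes, and markers of macrophages, neutrophils, erythroid cells, lymphocytes, endothelial cells, stellate cells, cholangiocytes, pancreatic acinar cells and hepatocytes were written before the data were examined. The lists share few genes. Of the fasting genes 3 are PPAR targets, 1 SREBP2 target is drawn in Fig. 6A, and 1 acute phase gene is also a hepatocyte marker. Of the cyclins and Cdks of Fig. 4, 2 are E2f targets, 2 are G2/M phase genes and 1 is an S phase gene. The 95% interval of a list's median comes from binomial order statistics over its genes. The genes named were every gene the paper names, the 5 with the largest fold in each direction among loci with a q-value below 0.005 in the authors' deposited table and an FPKM of at least 1 in both libraries, and the 3 with the highest mean FPKM of each list written here. The results of some genes under this rule are not reported here. Genes outside this rule are named with the words that they were chosen after their values were seen.

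Depth was estimated from 1238 single-exon genes, whose low values piled up at multiples of 1 fragment. The ratio of depths, KO to WT, was 1.06 by this estimate and 1.01 by the most frequent ratio of 3546 low genes. A library with 3 fragments or fewer of a gene gave only a lower bound of its fold. Such a bound covers counting error only. The intervals of ratios rest on the model error in the authors' deposited table, which for abundant genes was wider than counting error.

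The steps were tested on simulated libraries. A shift of -0.250 on the log2 scale in 10867 genes was recovered as -0.2497, and 98.5% of 200 changed genes were found above 2-fold after centring. These genes were set well beyond 2-fold at an FPKM of at least 1. Detection close to 2-fold or at low FPKM was therefore not tested. Of 300 unchanged lists, 4.67% fell outside the central 95% of random lists, and 95.1% of 5000 ratio intervals held the true ratio. Those ratios were drawn with a known error, so the intervals check the computation only, and not the model error of the authors' deposited table. No test across samples was run, since there are no replicates. Alternatives covered the thresholds, the pseudocount, the filter on low FPKM, the scaling of the libraries, the handling of several rows per gene and the pool of random genes. The bases at the RXRα sites that the paper gives were read from NCBIM37. KEGG and DAVID pathways were not analysed here, and neither were the qPCR and protein measurements.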

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

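The tests of time of day and feeding were set before their results were seen, and the tests of scaling, abundant genes and paralogs, as well as that of feeding for the PPAR targets, were chosen only after the result was seen. The lists of acute phase, PPAR target, day phase clock and fasting genes hold genes that the paper does not discuss, and the median of each of these 4 lay above that of at least 99.95% of random lists matched on mean FPKM. With 1 library per genotype, the medians describe these libraries.

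Genes of the acute phase response drew attention because they were higher in KO while most genes were lower. The median log2 KO/WT of the 14 genes was 1.10 (95% interval 0.75 to 2.21), and 13 of them were higher in KO. The 3 most abundant were Saa2, with an FPKM of 2592 in WT and 14274 in KO, Saa1, with 2839 and 13137, and Hp, with 4002 and 10602. The 95% intervals of the ratios of Saa2 and Saa1 excluded 1. That of Hp included 1, as did those of several other genes of the list. Hamp, the exception, was 4.45-fold lower in KO and was named after its values were seen. PPAR target genes of the liver formed the second such group. Their median was 1.32 (95% interval 0.66 to 1.76), and 16 of 17 genes were higher in KO. Fabp1, among the most abundant of these, was 3.28-fold higher in KO.

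Technical explanations of both groups were tested together. Scaling of the FPKM moves all genes alike, and the smaller distance of the 2 medians above the central 95% of matched random lists was 0.75 on the log2 scale, which argues against scaling as the cause. Without the 50 most abundant genes in the sums of FPKM the smaller median was 1.21, so a few abundant genes were not the cause either. Leaving out gene families with close paralogs, the smaller median was 0.94, which argues against reads shared between paralogs. Genotype stays open as a biological explanation that was not tested, as does more inflammation in a single mouse or pool. For the PPAR targets a different feeding state stays open too. The 9 fasting genes outside the PPAR target list had a median of -0.0588 (95% interval -1.08 to 0.98), with 5 lower and 4 higher in KO. Since these genes went both ways, feeding and genotype cannot be told apart for the PPAR targets.

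Clock genes whose mRNA is high around the start of the light phase were higher in KO, with a median log2 KO/WT of 0.74 over 5 genes (the range of the genes, -0.10 to 1.44). Arntl was 2.34-fold and Nfil3 1.68-fold higher in KO, and Clock, at 1.07-fold lower in KO, was the exception, which centring on the median of expressed genes turned to the other direction. The 11 clock genes of the evening phase had a median of -1.28, with 9 of them lower in KO. Tef was 2.6-fold and Nr1d2 2.17-fold lower in KO, while Nr1d1 was 1.44-fold higher. The medians lay 2.02 apart, a distance that no scaling of the libraries changes. A different time of day at collection is a candidate explanation, and an effect of genotype on the clock is another. The paper's text gives no time of day, and with 1 library per genotype they cannot be told apart.

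Fasting genes had a median log2 KO/WT of 0.33 over 12 genes (95% interval -0.91 to 1.33), 7 higher and 5 lower in KO. Of the 3 most abundant, Tat was 1.87-fold lower in KO, Pck1 had an FPKM of 852 in WT and 818 in KO, and Igfbp1 was 3.33-fold higher in KO. The 3 genes of this list that are also PPAR targets carried the median above 0, as the value without them shows. Whether the mice differed in feeding state is therefore open.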

How the results depend on the processing

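No test in this part was chosen after a result was seen, apart from the 2 alternatives named as chosen after seeing the data. No leave-one-out analysis was possible: 1 library per genotype. No paired analysis was possible because nothing pairs the 2 libraries.

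Between 842 and 1060 loci passed the thresholds under 6 alternatives, within 1.5 times the count of 949. These were a q-value below 0.01 in the authors' deposited table, a fold above 1.5, any fold, an FPKM of at least 1 in either library, centring on the median of expressed genes and each gene symbol counted once. The count with all loci, whatever their status, was the same. The count moved to 1620 with a q-value below 0.05 and to 1844 with a p-value below 0.01 in the authors' deposited table, because these thresholds are looser. It moved to 418 with an FPKM of at least 1 in both libraries, because fewer loci can pass. Of the 892 loci after centring, for which the q-values stayed as deposited, 878 were among those found without centring. Taking only loci with a gene symbol and a q-value below 0.05 in the authors' deposited table, an alternative chosen after seeing the data, gave 1320.

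The share of expressed genes lower in KO was 74.9% with a minimum mean FPKM of 0.1, 72.9% with one of 10, 77.2% with equal sums of FPKM, 66.0% with equal sums without the 50 most abundant genes and 52.0% with equal upper quartiles. With loci without a symbol included, chosen after seeing the data, it was 74.4%. The median log2 KO/WT under the first 5 of these, in the same order, was -0.25, -0.20, -0.26, -0.14 and -0.0166. The scale of the libraries therefore sets how far expressed genes as a whole were lower in KO, and the cause was not tested beyond the tests given with the other observations.

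Of the 29 lists, 24 kept the sign of their median under each alternative. Centring turned the median of E2f3, E2f4, E2f5 and E2f6 to 0.0678 and that of the unshaded glycolysis genes to 0.11, by construction, since both lay nearer to 0 than the median of expressed genes. Male liver genes also changed sign with centring, and female liver genes without a filter on low values. The acinar genes changed sign with centring, with a pseudocount of 1 FPKM and with a minimum mean FPKM of 1. The median of the male list went up to 0.21, that of the female list to 0.12 and that of the acinar list to 1.09. Centring moved the median of the shaded glycolysis genes to -0.34, of macrophages to -0.55, of lymphocytes to -0.27, of cholangiocytes to -0.0457 and of hepatocyte secreted proteins to 0.45. A pseudocount of 1 FPKM moved the median of E2f1, E2f2, E2f7 and E2f8 to -1.49, of E2f targets to -2.01, of G2/M phase genes to -3.33 and of lymphocytes to -0.11, and one of 0.01 moved G2/M phase genes to -6.64. The distance between the medians of S phase and G2/M phase genes went from 2.81 to 1.42 and 3.52 with these pseudocounts, in this order. These shifts follow from the low FPKM of such genes. For Sc4mol, the only unshaded gene of Fig. 6A past the filter, the log2 ratio was -1.89 with a pseudocount of 0.01 FPKM, -1.87 with one of 1 FPKM, -1.65 after centring and -1.90 with equal sums of FPKM. Without a filter the list's median was -0.94, because Hmgcs1, listed at 0, then counts as unchanged. The percentile of the neutrophil list among random lists went from 2.57 to 2.23 when random genes came from the 50 nearest in mean FPKM.

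The share of genes drawn in Fig. 5A and Fig. 6B that were above 1.5-fold in WT was 51.2%. It was 34.9% at more than 2-fold, 83.7% with any higher value, 18.6% and 25.6% with a q-value below 0.005 and 0.05 in the authors' deposited table, each by construction of a stricter or looser condition. After centring it was 41.9%, and 54.5% among genes with a mean FPKM of at least 1. Near Ppard, 23.0% of genes differed by more than 1.5-fold, against 23.4% elsewhere.

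The ratios of 183 named genes were also recomputed. With a pseudocount of 1 FPKM, 35 of them moved beyond their 95% interval, or by more than 1.5 times for genes without an interval, and none changed direction. Centring moved none of the 183 that far. It put genes whose ratio lay between 1 and 1.18 on the other side of 1, among them E2f4, E2f6, Aldoa, Ppard, Pdpk1 and Akt2. Depth limits genes at low FPKM, where a library can hold 3 fragments or fewer. With such genes set at 3 fragments, the median of the G2/M phase list went from -5.48 to -5.97, and that of the E2f targets stayed at -2.90.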

Differences from the paper's values

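Where the paper counts 19 glycolysis genes above 1.5-fold, 9 of the 19 shaded genes were above 1.5-fold here. Of the alternatives set before the data were examined, any higher value in WT gave 17, within 1.5 times the paper's count. The other alternatives did not close the gap, with 5 genes at more than 2-fold, 0 and 3 with a q-value below 0.005 and 0.05 in the authors' deposited table, 8 after centring on the median of expressed genes and 7 among genes with a mean FPKM of at least 1.

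For 4 of the 19 ratios printed in Fig. 5A, the values differed by more than 1.5 times. The paper's WT/KO ratio of Gapdhs is about 2.4 in Fig. 5A, read by eye, against 1.38 here. For Eno1 it is about 2.3 in Fig. 5A, read by eye, against 1.36. For Eno2 it is about 1.9 in Fig. 5A, read by eye, against 0.452. For Pklr it is about 2.2 in Fig. 5A, read by eye, against 0.723. None of the alternatives set before the data were examined (a pseudocount of 1 FPKM, centring, equal sums of FPKM and the row with the highest mean FPKM) closed any of these 4 gaps. The other 15 ratios of Fig. 5A, the 13 of Fig. 6A and the 12 of Fig. 6B lay within 1.5 times of those computed here.

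In Fig. 3F the paper plots the FPKM of single transcripts with an SD, and the values here are those of whole loci. For E2f1 in KO the paper's value is about 0.4 in Fig. 3F, read by eye, against 1.03 here. For E2f2 it is about 1.3 in WT and about 0.2 in KO in Fig. 3F, read by eye, against 2.11 and 0.561. The values of E2f7 are about 1.6 in WT and about 0.6 in KO in Fig. 3F, read by eye, against 0.582 and 0.0904. For E2f8 in KO it is about 1.2 in Fig. 3F, read by eye, against 0.337. None of the alternatives set before the data were examined closed these gaps. The values of E2f1 and E2f8 in WT were within 1.5 times of the paper's.

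The paper's counts of 1344 genes, 1126 lower and 218 higher in KO, were each within 1.5 times of the 949, 765 and 184 found with the corrected p-value of its methods and the fold of its results. Closest to them, with 1320 genes, 1113 lower and 207 higher in KO, was a setting chosen after seeing the values, which takes loci with a gene symbol and a q-value below 0.05 in the authors' deposited table. Settings that went beyond 1.5 times in the total were an FPKM of at least 1 in either library (842) or both libraries (418) and centring (892). The paper's share of about 70% of genes stands beside 51.2% here, within 1.5 times, as do 83.7% with any higher value and 54.5% among genes with a mean FPKM of at least 1. It was 41.9% after centring, which is not.

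In the paper, every shaded gene of Fig. 5A is higher in WT, and its qPCR also has Pklr higher in WT at 48 hr. Here Eno2 and Pklr were higher in KO, with the ratios given above. The paper's qPCR shows Cyclin D higher in WT earlier after PH, and Ccnd1 had a WT/KO ratio of 0.909 (95% interval 0.547 to 1.51) at 48 hr.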

Other observations

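The tests of gene length, GC content, depth, scaling of expressed genes as a whole, non-hepatocyte cells as a source of the cell cycle difference and scaling of the cell markers were chosen only after the result was seen.

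More genes were lower than higher in the KO library. After centring on the median of expressed genes, 77.8% of the loci past the thresholds were lower in KO. Centring moved the folds only, and the q-values stayed those of the FPKM as deposited. These loci were therefore mostly the same ones, and their share cannot decide whether scaling was the cause. For expressed genes as a whole, equal upper quartiles took the median log2 KO/WT to -0.0166. No spike-in fixes the scale, so scaling and a lower mRNA level of most genes cannot be told apart for them. Without the 50 most abundant genes in the sums, the median was -0.14, so a few abundant genes were not the whole cause of it. Between 5 groups of genes by transcript length the medians lay within 0.0457 of each other, and between 5 groups by GC content within 0.0496, which argues against length and GC bias. The KO library was 1.06 times as deep as the WT library. FPKM is already scaled to the number of mapped fragments, so this depth ratio cannot decide why most genes were lower. A loss of hepatocyte RNA to other cell types would raise the markers of those cells. The median of hepatocyte secreted proteins was 0.21, and 0 of 8 lists of other cell types had a median above 0. Genotype stays open as a biological explanation, without a test.

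Cell cycle genes were lower in the KO library. All 38 E2f targets of Fig. 4A, which the paper measured by qPCR, were lower in KO at 48 hr, with a median log2 KO/WT of -2.90 (95% interval -3.41 to -2.16). Their folds ran from 2.00 for Tfdp1 to at least 281 for Kif4, and 32 had a q-value below 0.005 in the authors' deposited table. The 7 cyclins and Cdks had a median of -3.79, and Ccnd1 was the only one not lower in KO. Ccna2 was 67.2-fold (95% interval 31.5 to 144) and Ccne1 6.12-fold (95% interval 2.88 to 13.0) lower in KO, and Mki67 246-fold (95% interval 119 to 511). The 13 S phase genes outside the E2f targets had a median of -2.68 (95% interval -3.79 to -1.23) and the 18 G2/M phase genes one of -5.48 (95% interval -6.48 to -4.36). These medians lay 2.81 apart, more than in any of 10000 random pairs of lists, and 1.42 apart with a pseudocount of 1 FPKM. Among S phase genes Tyms was 6.58-fold lower in KO, and Mcm10 was 1.30-fold higher, with a 95% interval (0.868 to 1.94) that included 1. Of the G2/M phase genes, Cdk1 was 96.6-fold, Ube2c 60.7-fold and Cdc20 209-fold lower in KO. The WT/KO ratios of E2f3, E2f4, E2f5 and E2f6 were 1.29, 1.05, 1.22 and 1.03, each with a 95% interval that included 1. Their median log2 KO/WT was -0.17, and its sign flipped after centring. The row of E2f4 also names Elmo3.

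Fewer non-hepatocyte cells in the KO liver, dividing and resting alike, would lower cell cycle genes no further than the markers of these cells. The lowest median of their lists was -0.79, well short of the fall of the cell cycle genes, which argues against this explanation. Swapped sample labels were tested with Ppard, whose WT/KO ratio was 1.10 with an interval that included 1. The libraries as labelled and swapped cannot be told apart from the FPKM of this locus, since the targeted exon alone was not analysed here. Genotype stays open as a biological explanation, as does a different pace of regeneration in the livers behind the 2 libraries.

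Among genes the paper measured by qPCR or as proteins, Ppara had an FPKM of 24.4 in WT and 25.2 in KO at 48 hr, and Pparg had 3.76 and 2.64, a WT/KO ratio of 1.42 (95% interval 0.872 to 2.32). The ratio was 1.58 for Akt1 (95% interval 0.996 to 2.52), 1.10 for Akt2 and 1.12 for Pdpk1, which encodes PDK1, and the intervals of all 3 included 1. Pgam1, which encodes the phosphoglycerate mutase of glycolysis, had a ratio of 1.91 (95% interval 1.16 to 3.16).

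Cholesterol and FA synthesis genes were lower in the KO library. Both rise and fall over the day and with feeding, so the time of collection and the feeding state are candidate explanations beside genotype. The median log2 KO/WT of the day phase clock genes was 0.74, and that of the fasting genes was 0.33 over members that went both ways. With 1 library per genotype, time of day, feeding and genotype cannot be told apart for these genes.

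Within 10 Mb of Ppard on chromosome 17, 33 of 270 expressed genes differed by more than 2-fold, which is 12.2% (95% Wilson interval 8.84 to 16.7). Elsewhere 10.1% of 10739 genes did, within that interval, which argues against variants carried over from the targeted embryonic stem cells as a source of many differences there.

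Markers of macrophages (median log2 KO/WT -0.79 (95% interval -1.23 to -0.56), 12 genes), endothelial cells (-0.72, 10 genes) and stellate cells (-0.75, 13 genes) were lower in the KO library. The highest percentile of the 3 medians among matched random lists was 0.5, and random lists shift with any scaling, which argues against scaling as the cause. Of the most abundant markers, Cd5l, Clec4f and C1qb of macrophages were 1.7-fold, 1.64-fold and 1.48-fold lower in KO, and the 95% intervals of Cd5l and C1qb included 1. Of endothelial cells, Stab1 was 1.11-fold and Stab2 1.55-fold lower, and Clec4g, whose row names more than 1 gene, had an FPKM of 21.8 in WT and 18.9 in KO. The intervals of Stab1 and Clec4g included 1. Centring put Clec4g and Stab1 on the other side of 1. Dcn and Col4a1 of stellate cells were 1.33-fold and 1.52-fold lower with intervals that included 1, whereas Fn1, which hepatocytes also express, was 1.88-fold higher in KO. A smaller share of these cells in the KO liver and a lower mRNA level per cell stay open. The median was -0.78 for 6 neutrophil genes (percentile 2.57), -0.33 for 6 erythroid genes (19.3), -0.50 for 5 lymphocyte genes (21.0) and -0.28 for 7 cholangiocyte genes (50.4). Most acinar genes were listed at 0. The 2 with a mean FPKM of at least 0.1, Cela1 and Cela2a, went opposite ways, at 2.14-fold higher and 4.91-fold lower in KO. Their median was -0.18, and its sign flipped after centring.

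Both libraries carried mRNA of the Y chromosome. Eif2s3y had an FPKM of 27.2 in WT and 27.3 in KO, and Ddx3y had 18.0 and 18.5. The median log2 KO/WT of 12 genes higher in male liver was -0.0310, with 6 lower and 6 higher in KO, and its sign flipped after centring. Mup20 was 8.70-fold lower and Serpina1e 1.99-fold higher in KO. For the 7 genes higher in female liver with a mean FPKM of at least 0.1, the median was -0.79, and it changed sign without this minimum, to 0.12.

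The RXRα sites that the paper gives for E2f1 and E2f2 were looked up in NCBIM37, as a test of whether its coordinates are on the mm9 build. At E2f1, 154388649 to 154388661 of chromosome 2 reads TGCACCCTGACCA, 4 mismatches from a direct repeat of the nuclear receptor motif with a spacing of 1 base. The E2f2 site, 135737726 to 135737738 of chromosome 4, reads AGGCCAGAGGACA, with 2 mismatches. As few mismatches were found in 0.602% of the windows of 13 bases in E2f1 and 0.0465% of those in E2f2, which is consistent with coordinates on that build. Both sites lie in intron 4 of the transcripts that the paper names, 6973 bases from the start of E2f1 and 9423 from that of E2f2. Binding of RXRα was not analysed here.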
